A study of Mus musculus with 5 samples.

How the data were processed

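RNA was sequenced from cultured mouse embryonic fibroblasts of Kat6a knockout and wild type C57BL/6 embryos, 3 knockout and 2 wild type libraries. Per the labels' protocols the embryos were taken at mid-gestation, the cells were grown at low oxygen, and libraries were made with a kit that selects polyadenylated RNA and marks its strand. Per the labels, all libraries came from female embryos. The authors deposited a table of whole-number counts per gene with the gene's length, and per the submitters' processing notes the reads were counted with featureCounts against mm10. The deposited counts are not normalized. The aligner, the versions, the strand setting and the treatment of reads that map to several genes are not given in the sources used here. Genes with near-identical copies, such as Lyz2 and Saa3, and genes that overlap another gene are therefore less certain than others. The kit captures polyadenylated RNA, so changes in other RNA are not seen.

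The table held 27179 genes under NCBI Gene numbers. Symbols and positions (GRCm38.p6) were found for 25275 through the NCBI gene table. The other 1904, with 1.42% of all counts, were looked up in the GENCODE metadata, which named 18 more, and 1886 kept their number only. GRCm38 and mm10 are names of the same build. All columns of values matched a sample by its label. Samples were grouped by genotype as the labels give it. Total counts were 34785843 to 55244385 per library, so 3 counts correspond to 0.0543 to 0.0862 CPM. Intervals and floors from counts cover counting error only, since PCR copies are not separate molecules.

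Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with the group, TMM normalization, glmQLFit and glmQLFTest with the group as the factor, Benjamini-Hochberg adjusted p under 0.05). The filter kept 15610 genes. TMM factors were 1.03, 1.06 and 1.05 in the knockout and 0.946 and 0.92 in the wild type libraries. The common biological coefficient of variation was 12.9%. CPM values are TMM-normalized. The SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. With 3 and 2 libraries the residual spread rests on few samples, and edgeR's moderation added 2.76 prior degrees of freedom. The p-values measure the spread between these cultures, and no label says whether cultures of a genotype came from the same litter. Folds against a group with 0 counts are bounds against 3 counts over the group, and ratios against 1 to 3 counts carry an exact 95% counting interval. These bounds and ratios use total counts without the TMM factors, with which knockout to wild type ratios would be 1.12 times smaller and wild type to knockout ratios 1.12 times larger.

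Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and 11 of these tests passed. The p were adjusted over the 27 lists with at least 3 tested members, out of 17 pathway lists and 12 cell type lists. The lists were the KAT6 complex, KAT6A senescence genes, CDK inhibitors, p53 targets, secretory senescence genes, DNA replication and G1/S, mitosis and G2/M, Polycomb subunits, Hox genes, limb, heart and face transcription factors, extracellular matrix, contractile genes, interferon response, hypoxia and glycolysis, cholesterol synthesis, immediate early genes, imprinted genes, and markers of skeletal muscle, cartilage, bone, adipocytes, neurons, glia and neural crest, endothelium, macrophages and leukocytes, epithelium, erythroid cells, liver and pericytes. The erythroid and liver lists had 1 tested member each and no list test. Some genes belong to more than 1 list, and fibroblasts express many of the markers. No cell types were called from the markers. The groups, the tests, the lists, the alternatives but the window of 1 Mb and the rule for named genes were fixed before the data were examined.

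The genes named are Kat6a, then Cdc6, E2f2, Ezh2, Melk, Cdkn2a, Cdkn2b, Cdkn1a and Kat6b whatever they showed. The 12 largest rises and 12 largest falls follow, among genes past the threshold with a mean of at least 1 CPM in the higher group and no overlap between groups, passing over predicted and unnamed genes (0 had to be passed over). From each list up to 4 members with the smallest p are named, those past the threshold first. A few genes that these rules would name are not reported here, and the counts per list include them. Ifit2, Tbx4, Tbx5, Pitx1, Erbb3, Col1a1, Thbs1, Uty and the genes of 4 lists added later were chosen after their values were seen. The sex label was checked from Xist and 3 Y-linked transcripts. Uty was left out of it, and the source of its counts was not tested.

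The test was tried on simulated data, with counts for 15610 genes drawn from the means and library sizes of these libraries for the comparison of knockout with wild type. It recovered 56.7% of 67 genes changed 1.5-fold, 82.1% of 67 changed 2-fold and 100% of 66 changed 4-fold, and called 8 of 15147 unchanged genes. These rates hold for the simulated draw only, in which far fewer genes changed than the 43.7% past the threshold in the data. Of 25 simulated lists without a change camera called 0. Correlation between genes was not part of the draw, so this does not test lists whose members move together. Alternatives were size factors of DESeq2 1.42.0, total counts only, the DESeq2 test, limma-voom with and without quality weights, robust moderation, no filter and a stricter one (1 CPM in 2 libraries), an adjusted p under 0.01, glmTreat against a 1.5-fold change, the replicate number as a block, each library left out in turn, camera with an estimated correlation, fry, and windows of 1, 5 and 20 Mb around Kat6a. Data were read with Python 3.11.15 and pandas 2.3.3.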

Results

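Gene expression was measured by RNA sequencing in mouse embryonic fibroblasts, the mesenchymal cells that grow out when tissue of a mid-gestation embryo is put into culture. The cultures came from Kat6a knockout and wild type C57BL/6 embryos and were grown at low oxygen. Kat6a encodes a lysine acetyltransferase that acts on histone H3. The libraries comprised 3 knockout cultures (replicates 1, 2 and 3) and 2 wild type cultures (replicates 2 and 3), described by the submitters as biological replicates. Total counts per library were 37320388, 34785843 and 55244385 in the knockout and 44592817 and 51675084 in the wild type. All 5 libraries matched their label female by Xist and 3 Y-linked transcripts, while Uty, another Y-linked gene, had 7 to 14 counts in each library. Expression is given as TMM-normalised counts-per-million values (CPM). The pairwise correlation of log2 CPM across genes was 0.985 to 0.996 among the knockout libraries, 0.995 between the wild type libraries and 0.943 to 0.966 between genotypes. The first principal component held 78.4% of the variance and separated the genotypes. The second held 13.7% and separated knockout replicate 1 from the other knockout libraries. No pair of replicates agreed within sampling noise, so each library was counted as 1 sample.

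The comparison asked which transcripts differ between Kat6a knockout and wild type fibroblasts. The targeted gene itself (NCBI Gene 244349, chromosome 8, 22859442 to 22943259, GRCm38) had 59.2, 61.9 and 67.2 CPM in the knockout libraries and 101 CPM in each wild type library. It was 1.60-fold lower in the knockout (log2 fold change -0.68, SE 0.07, edgeR adjusted p = 0.00153). Reads therefore remained in all 3 knockout libraries. The labels do not say which part of the gene is deleted, and counts per gene cannot show whether the remaining reads lie outside it. Its paralogue Kat6b fell 1.43-fold, from 49.8 ± 2.24 CPM (SD, n = 2) to 34.9 ± 5.75 CPM (SD, n = 3), with an edgeR adjusted p of 0.0311. That call was lost when libraries were scaled by total counts only and when knockout replicate 2 or either wild type library was left out.

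The cell cycle inhibitors of the Cdkn2a locus were higher in the knockout cultures. Cdkn2a, which encodes the inhibitors p16 and p19Arf, rose 2.44-fold, from 42.9 ± 1.06 CPM (SD, n = 2) to 105 ± 1.23 CPM (SD, n = 3), with a log2 fold change of 1.29 (SE 0.05, edgeR adjusted p = 0.000426). Counts per gene do not separate its transcripts. Its neighbour Cdkn2b rose 1.37-fold to 103 ± 0.723 CPM, and Cdkn1a, which encodes the p53-induced inhibitor p21, rose 1.53-fold to 558 ± 20.7 CPM (SD, n = 3; edgeR adjusted p = 0.00168 and 0.00181). Cdkn1c, an imprinted inhibitor that encodes p57, fell 5.29-fold, from 283 ± 4.34 to 53.4 ± 7.63 CPM. Of the 7 CDK inhibitor genes, 4 rose and 3 fell, over all genes and also adjusted over the list alone. Without wild type replicate 2, 3 rose and 1 fell, and with total counts only 4 rose and 1 fell. The list as a whole was not called with camera, which sets a list against all other genes (adjusted p = 0.533). It was called with fry, which asks only whether the members changed (adjusted p = 0.0027). Its median lay above 0 and its mean below. A list of 4 genes linked to KAT6A and senescence in earlier work on fibroblasts held 1 member that rose, both over all genes and adjusted over the list alone. Whether that list was chosen on these same libraries is not known here, so its count is not independent evidence. Melk, a mitotic kinase, rose from 16.3 ± 0.788 to 22.9 ± 1.24 CPM (log2 fold change 0.48, edgeR adjusted p = 0.00553), a call lost without wild type replicate 2. Cdc6 had 8.27 ± 1.37 CPM in the knockout (SD, n = 3) and 7.27 ± 0.998 CPM in the wild type (SD, n = 2), and Ezh2 had 37.1 ± 4.20 and 34.2 ± 2.00 CPM. E2f2 had 1.62 ± 0.322 and 1.61 ± 0.0403 CPM. The log2 fold changes of these 3 genes were 0.18 (SE 0.17), 0.11 (SE 0.10) and 0.01 (SE 0.23), with edgeR adjusted p of 0.43, 0.408 and 0.971. The list's camera adjusted p was 0.415.

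**Figure D1:**
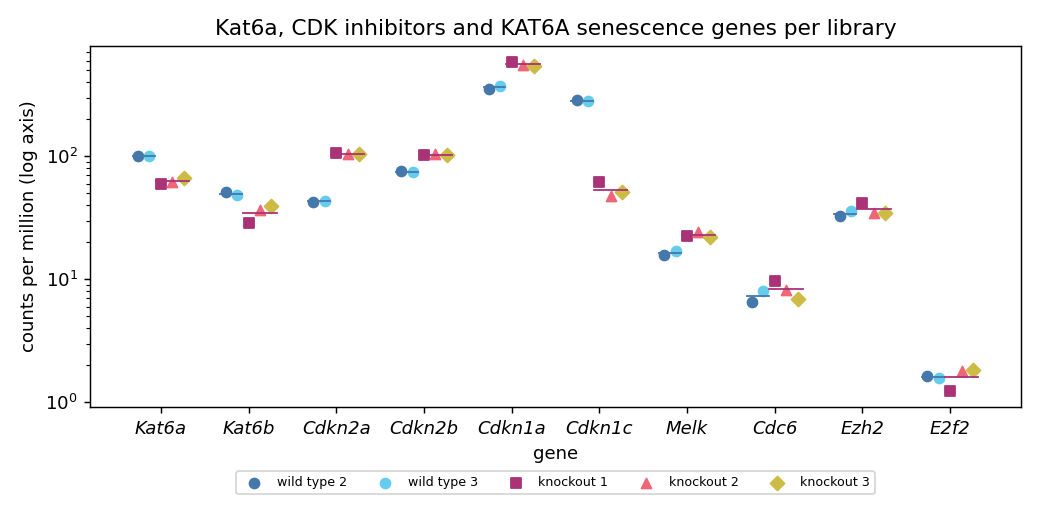
Each point is the CPM of a gene in 1 library, on a log axis, for 10 genes, with horizontal lines at the mean of the wild type and of the knockout libraries. Cdkn2a lies at 103 to 106 CPM in the 3 knockout libraries and at 42.2 and 43.7 CPM in the 2 wild type libraries, and the groups overlap for Cdc6, Ezh2 and E2f2.

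Across all genes, 6823 of 15610 tested genes (43.7%) were past the threshold, 3339 higher and 3484 lower in the knockout. At least 2-fold changes were found for 699 higher and 1237 lower genes, and at least 4-fold changes for 174 higher and 523 lower genes. The knockout and wild type libraries did not overlap for 69.0% of the tested genes, where chance gives 20%. Scaling by total counts only moved the median log2 fold change of all genes from 0.00 to 0.17, and then 5311 genes were higher and 2157 lower, a share of 71.1% higher against 48.9%. The total was 2681 without wild type replicate 2 and 3170 without wild type replicate 3, each of which leaves a single wild type library that is assumed to vary like the knockout libraries. Every gene named as rising or falling had all 3 knockout libraries on the same side of the 2 wild type libraries.

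The 12 largest falls included genes of the extracellular matrix. Kera, a small proteoglycan of the cornea and other connective tissue, had 0 counts in the knockout and 1.16 ± 0.129 CPM in the wild type (SD, n = 2), at least 45.9-fold lower against a floor of 3 counts over the knockout libraries. Its relative Lum fell 37.9-fold from 261 ± 63.3 CPM, with a log2 fold change of -5.24 (SE 0.56, edgeR adjusted p = 0.00191). The matrix genes Tnn, Egfl6, Thbs4 and Frem1 had log2 fold changes of -5.54, -5.41, -5.34 and -5.28. Tnn differed between the wild type libraries, with 153 and 44.4 CPM. Saa3, an acute phase protein gene, and Zfp804a had log2 fold changes of -5.57 and -5.20. Hoxd13, a patterning gene of the distal limb and the tail end, fell from 25.5 and 2.82 CPM to 0.441 CPM or less, a call lost with limma-voom, with and without quality weights. Reg3g, Myh1 and Grhl1 had 2, 2 and 3 counts over the knockout libraries. Their ratios of wild type to knockout were 117, 60.9 and 52.5, with 95% counting intervals of 31.9 to 974, 16.4 to 510 and 17.5 to 258. The log2 fold changes of Hoxd13, Myh1 and Tnn were -3.43, -4.51 and -4.38 without wild type replicate 2 and -6.63, -6.60 and -6.17 without replicate 3, against -5.78, -5.89 and -5.54 with all libraries. Those of Reg3g and Grhl1 were -6.08 and -6.36 without knockout replicate 3, against -6.80 and -5.73, and that of Saa3 was -6.19 without knockout replicate 2.

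The largest rises were partly carried by knockout replicate 1. Misp3 rose from 0.45 ± 0.167 CPM (SD, n = 2) to 50.7 ± 16.0 CPM (SD, n = 3), a log2 fold change of 6.78 (SE 0.45, edgeR adjusted p = 0.000714). Adgrl4, an adhesion receptor gene known from endothelium, rose 21.4-fold to 9.08 ± 0.977 CPM, and Hmgcll1, Map7d2 and Prr32 had log2 fold changes of 4.09, 5.03 and 4.08. Sntg1, Prkcq and Mal had 1, 2 and 3 counts over the wild type libraries, with ratios of knockout to wild type of 188 (95% counting interval 33.5 to 7464), 90.3 (24.7 to 750) and 44.1 (14.8 to 216). Myct1 had a log2 fold change of 4.81, and Sox10, Foxd3 and Gfra3, genes of the neural crest and its glia, had 4.30, 3.96 and 4.35. Knockout replicate 1 had 3.78 CPM of Sntg1, 4.56 of Prkcq, 3.53 of Myct1 and 46.5 of Sox10, against 1.17, 0.569, 0.841 and 8.22 CPM in knockout replicate 2. The log2 fold changes of Sntg1, Prkcq, Mal, Myct1, Gfra3, Sox10, Prr32 and Foxd3 were 6.32, 4.74, 4.44, 3.62, 3.58, 3.11, 3.45 and 3.01 without knockout replicate 1, against 7.15, 6.27, 5.24, 4.81, 4.35, 4.30, 4.08 and 3.96. Those of Sntg1, Prkcq, Map7d2, Gfra3, Sox10 and Foxd3 were 6.22, 9.41, 5.86, 5.38, 5.07 and 4.55 without wild type replicate 3, and without wild type replicate 2 those of Sntg1, Prkcq and Mal were 9.48, 5.43 and 5.85. When either wild type library was left out, the calls of Sntg1, Prkcq, Mal, Myct1, Gfra3, Sox10, Prr32 and Foxd3 were lost, and those of Prkcq, Myct1, Sox10 and Foxd3 were also lost with limma-voom.

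Extracellular matrix genes were mostly lower. Of 36 tested members, 27 fell, none rose and 9 did not pass, with the same 27 adjusted over the list alone, and the median log2 fold change was -0.89. Postn, a matricellular protein, fell 11.3-fold from 5507 ± 752 CPM (SD, n = 2) to 487 ± 28.9 CPM (SD, n = 3). Eln, which encodes elastin, fell 3.51-fold, Col12a1 fell 3.86-fold and Mfap4, an elastic fibre component, fell 10.4-fold. With the preset correlation the camera adjusted p was 2.3e-08, and the adjusted p = 0.446 with an estimated correlation. The fall was seen in 16 members without wild type replicate 2 and in 17 without replicate 3. Col1a1 was the most abundant gene in the wild type libraries (2.89% and 2.66% of counts) and in knockout replicates 2 and 3 (1.58% and 1.63%), and Thbs1 was in knockout replicate 1 (1.46%). Bone markers went the same way, with 3 of 5 falling and none rising, also adjusted over the list alone. Sp7, a transcription factor of osteoblasts, fell 9.57-fold and Runx2 fell 1.64-fold. Their camera adjusted p was 0.021, with an adjusted p = 0.446 with an estimated correlation, and it missed the threshold with the stricter filter and without knockout replicate 1. Among 8 cartilage markers 5 fell and 1 rose, over all genes and adjusted over the list alone (camera adjusted p = 0.062). Acan, Matn4 and Sox9 fell 3.42-fold, 6.00-fold and 2.41-fold. Without wild type replicate 2 only 2 of the markers fell, and Sox9 was not among them. Col2a1, the main cartilage collagen, rose 9.94-fold, from 90.6 ± 36.1 to 901 ± 102 CPM.

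Transcription factors of the limbs, heart and face were mostly lower. Of 42 tested members 22 fell and 4 rose, also adjusted over the list alone, with a median log2 fold change of -0.74. Leaving out knockout replicate 1 gave 26 falls and 7 rises among 41 tested. Tbx2 fell 3.11-fold, Hand2 4.05-fold, Gata6 3.70-fold and Tbx15 2.03-fold. In the list test the camera adjusted p was 0.0028, and the adjusted p = 0.446 with an estimated correlation. Without wild type replicate 2 the number that fell was 14. Of 36 tested Hox genes, which pattern the body axis, 16 fell and 3 rose, also adjusted over the list alone. The Hox list was not called as a whole (camera adjusted p = 0.090). Hoxa10 fell 3.44-fold, Hoxa11 3.26-fold, Hoxd10 5.16-fold and Hoxd11 23.1-fold, the last with a log2 fold change of -5.16 without knockout replicate 1, against -4.53. When either wild type library was left out, 11 Hox genes fell and 1 rose. Without knockout replicate 1, 17 fell and 13 rose.

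**Figure D2:**
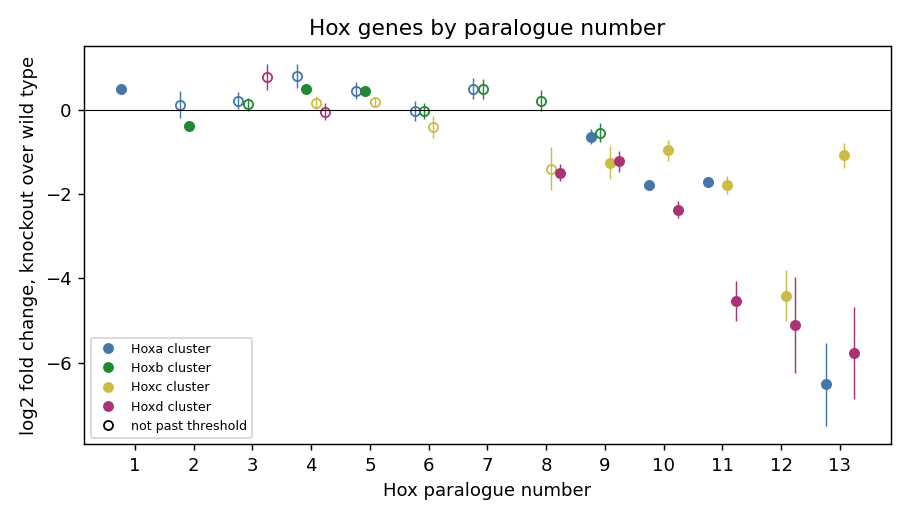
Each point is the log2 fold change of a Hox gene (knockout over wild type) against its paralogue number, with its SE as the bar, colours for the 4 clusters and open points for genes not past the threshold. All 11 genes of paralogues 10 to 13 lie below 0, the 4 genes of paralogue 9 have a median of -0.92 and the 21 genes of paralogues 1 to 8 a median of 0.19, in groups chosen after the values were seen.

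Interferon response genes and macrophage markers were lower in the knockout cultures. Of 27 interferon response genes 23 fell and 1 rose, with 25 and 1 adjusted over the list alone, and the median log2 fold change was -1.73. Bst2 fell 4.30-fold from 51.9 ± 2.16 CPM (SD, n = 2), Isg15 fell 7.22-fold from 13.8 ± 0.58 CPM and Xaf1 fell 3.29-fold. The member that rose was Ifit2 (1.45-fold), named after its value was seen. Its call was lost when knockout replicate 2 or either wild type library was left out. For the list the camera adjusted p was 2.3e-08, and the adjusted p = 0.509 with an estimated correlation. When either wild type library was left out, 13 members fell. All 11 macrophage and leukocyte markers fell, also adjusted over the list alone, and all 11 fell in each fit that left out 1 library. Csf1r, the receptor on which macrophages depend, fell 4.64-fold, Lyz2, which encodes lysozyme, fell 3.89-fold from 101 ± 19.3 CPM (SD, n = 2), and C1qa fell 5.49-fold. Their median was -2.05 and the camera adjusted p was 2.1e-06, with an adjusted p = 0.509 with an estimated correlation.

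Most mitosis genes rose by small amounts. Of 41 tested members 32 rose and none fell, with 35 rising adjusted over the list alone, and the median log2 fold change was 0.44. Nek2, a centrosome kinase, rose 1.80-fold, from 14.9 ± 0.0539 CPM (SD, n = 2) to 26.9 ± 0.65 CPM (SD, n = 3). Ccnb2, a mitotic cyclin, rose 1.63-fold and Cenpf, a kinetochore protein, rose 1.56-fold. As a list they had a camera adjusted p of 8.8e-09, and the adjusted p = 0.576 with an estimated correlation. The number that rose was 10 without wild type replicate 2 and 20 without replicate 3. Among 50 genes of DNA replication and the G1/S transition 17 rose, 1 fell and 32 did not pass, with the same counts adjusted over the list alone. Tk1, a thymidine kinase, rose 1.79-fold and Mcm7, part of the replicative helicase, rose 1.48-fold, a call lost without wild type replicate 2. Their camera adjusted p was 0.0021, with an adjusted p = 0.700 with an estimated correlation. The number of replication genes that rose was 32 with total counts only, 3 without wild type replicate 2 and 6 without replicate 3. Of 22 p53 targets 11 rose and 1 fell, also adjusted over the list alone. Gdf15, a stress-induced cytokine, rose 4.62-fold, the death-promoting Bax rose 1.63-fold and the death receptor gene Tnfrsf10b rose 1.51-fold. For p53 targets the camera adjusted p was 0.0056, and the adjusted p = 0.509 with an estimated correlation. Without wild type replicate 2, 5 p53 targets rose.

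Of 30 tested genes of the senescence-associated secretory list 15 fell, 1 rose and 14 did not pass, also adjusted over the list alone, with a median of -0.64. Macrophage and leukocyte markers moved the same way (11 of 11 fell, median -2.05), and some of the secretory genes are expressed by leukocytes too. The members with the smallest p were Igfbp5 and Igfbp3, which bind insulin-like growth factors, the matrix protease gene Mmp3 and the chemokine gene Ccl8. They fell 9.14-fold, 11.2-fold, 17.6-fold and 14.8-fold. The camera adjusted p was 1.4e-04, and the adjusted p = 0.446 with an estimated correlation. Of 18 imprinted genes 9 fell and 2 rose, and adjusted over the list alone 9 fell and 3 rose. Besides Cdkn1c, Meg3, a maternally expressed noncoding RNA, fell 2.05-fold, and Dcn, also a member of the matrix list, fell 17.5-fold from 361 ± 9.15 CPM. For imprinted genes the camera adjusted p was 0.019, and the adjusted p = 0.446 with an estimated correlation. When either wild type library was left out, 5 imprinted genes fell.

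Glia and neural crest markers were mostly higher, most of all in knockout replicate 1. Of 8 tested members 5 rose and 3 did not pass, also adjusted over the list alone, with a median of 3.42. Sox10, Foxd3 and Gfra3 were among those that rose. Without knockout replicate 1 the fold of Sox10 was 8.62 instead of 19.8. The list's camera adjusted p was 0.034, and the adjusted p = 0.672 with an estimated correlation. With limma-voom 1 marker was past the threshold and when either wild type library was left out none was, and the list's call was lost with total counts only, with the stricter filter, with fry and without wild type replicate 2.

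Other lists were not called with camera at the preset correlation. Of 12 immediate early genes 8 fell and 1 rose, with 8 and 2 adjusted over the list alone (camera adjusted p = 0.062), and Egr2 and Fos fell 6.51-fold and 2.70-fold. Among 20 hypoxia and glycolysis genes 6 rose and 6 fell, also adjusted over the list alone (camera adjusted p = 0.976). Adm, a vasodilator peptide gene, rose 3.36-fold and Ldha, which makes lactate, rose 1.45-fold, while the carbonic anhydrase gene Car9 fell 3.97-fold. That list's median lay below 0 and its test pointed up. Of 21 cholesterol synthesis genes 3 fell and none rose, with 1 falling adjusted over the list alone (camera adjusted p = 0.593). Hsd17b7 and Cyp51 fell 1.47-fold and 1.51-fold, calls lost without wild type replicate 3, and for Cyp51 also with total counts only, without knockout replicate 3 and without wild type replicate 2. Without knockout replicate 1, 6 cholesterol genes rose and 4 fell. Of 16 contractile genes 3 fell and 1 rose, with 3 and 0 adjusted over the list alone (camera adjusted p = 0.190). Smtn fell 1.81-fold and Tpm2 rose 1.20-fold, the second call being lost when any library but knockout replicate 1 was left out. Without knockout replicate 1, 11 contractile genes fell, and 3 without knockout replicate 2 or 3. Leaving out either wild type library lowered the number. Of 22 Polycomb subunit genes 4 rose and 3 fell, with 2 and 3 adjusted over the list alone (camera adjusted p = 0.976, mean above 0 and median below). Phf19, a subunit of Polycomb repressive complex PRC2, rose 2.70-fold and Suz12 rose 1.19-fold. Without knockout replicate 1, 5 Polycomb genes rose and 4 fell, and without replicate 2 or 3, 2 rose and 3 fell. Leaving out either wild type library also lowered the number that rose. Of 10 genes of the KAT6 complex and related acetyltransferases 1 rose and 2 fell, with 0 and 1 adjusted over the list alone (camera adjusted p = 0.533). Besides Kat6b, Brd1 fell 1.21-fold and Brpf3 rose 1.21-fold. The calls of Suz12, Brd1 and Brpf3 were lost when either wild type library was left out, that of Brd1 also with total counts only and that of Brpf3 also without knockout replicate 2. Without wild type replicate 2, 2 immediate early genes, 1 hypoxia gene and 1 cholesterol gene fell, and 0 Polycomb and 0 KAT6 complex genes. With total counts only 7 hypoxia genes rose and 2 fell, 5 Polycomb genes rose and 0 fell, 2 KAT6 complex genes rose and 0 fell, 2 cholesterol genes rose and 1 fell, and 2 immediate early genes rose and 5 fell.

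Markers of the remaining cell types went both ways. Of 6 pericyte markers 4 fell and 1 rose, with 4 and 2 adjusted over the list alone, and Kcnj8 and Pdgfrb fell 28.0-fold and 1.58-fold. Of 4 adipocyte markers 3 fell, also adjusted over the list alone, and Lpl and Cebpa fell 5.76-fold and 2.73-fold. Of 7 endothelial markers 2 rose and 2 fell, also adjusted over the list alone, among them Esam, which rose 2.43-fold, and Tek, which fell 2.43-fold. Of 5 epithelial markers 1 rose and 2 fell, also adjusted over the list alone, with Krt19 rising 3.02-fold to 37.6 ± 10.4 CPM (SD, n = 3) and Krt14 falling 7.32-fold from 1.74 ± 0.689 CPM. Leaving out knockout replicate 1 gave 1 rise and 4 falls among 5 tested epithelial markers. Of 9 skeletal muscle markers 2 rose and 1 fell, also adjusted over the list alone, with Chrna1 rising 4.27-fold and Tnnt1 falling 2.14-fold. Of 5 neuronal markers 1 rose, also adjusted over the list alone, which was Tubb3 (1.31-fold). The camera adjusted p of these 6 lists were 0.229, 0.154, 0.976, 0.533, 0.593 and 0.976. The calls of Cebpa, Esam, Chrna1 and Tnnt1 were lost when either wild type library was left out, those of Cebpa, Esam and Tnnt1 also without knockout replicate 3 and that of Chrna1 also with limma-voom and with robust moderation. Calls were also lost for Tubb3 and Krt19 without wild type replicate 3 and for Tek without wild type replicate 2. Chrna1 had a log2 fold change of 1.35 without knockout replicate 1, against 2.09. With total counts only 4 skeletal muscle and 2 pericyte markers rose and 1 endothelial marker fell. Without wild type replicate 2, 1 adipocyte marker fell and 0 endothelial markers were past the threshold. Of 6 erythroid and 6 liver genes a single member each was tested, Alas2 and Apoa2, with log2 fold changes of -0.11 (SE 0.34) and 0.16 (SE 0.28) and edgeR adjusted p of 0.82 and 0.682.

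**Figure D3:**
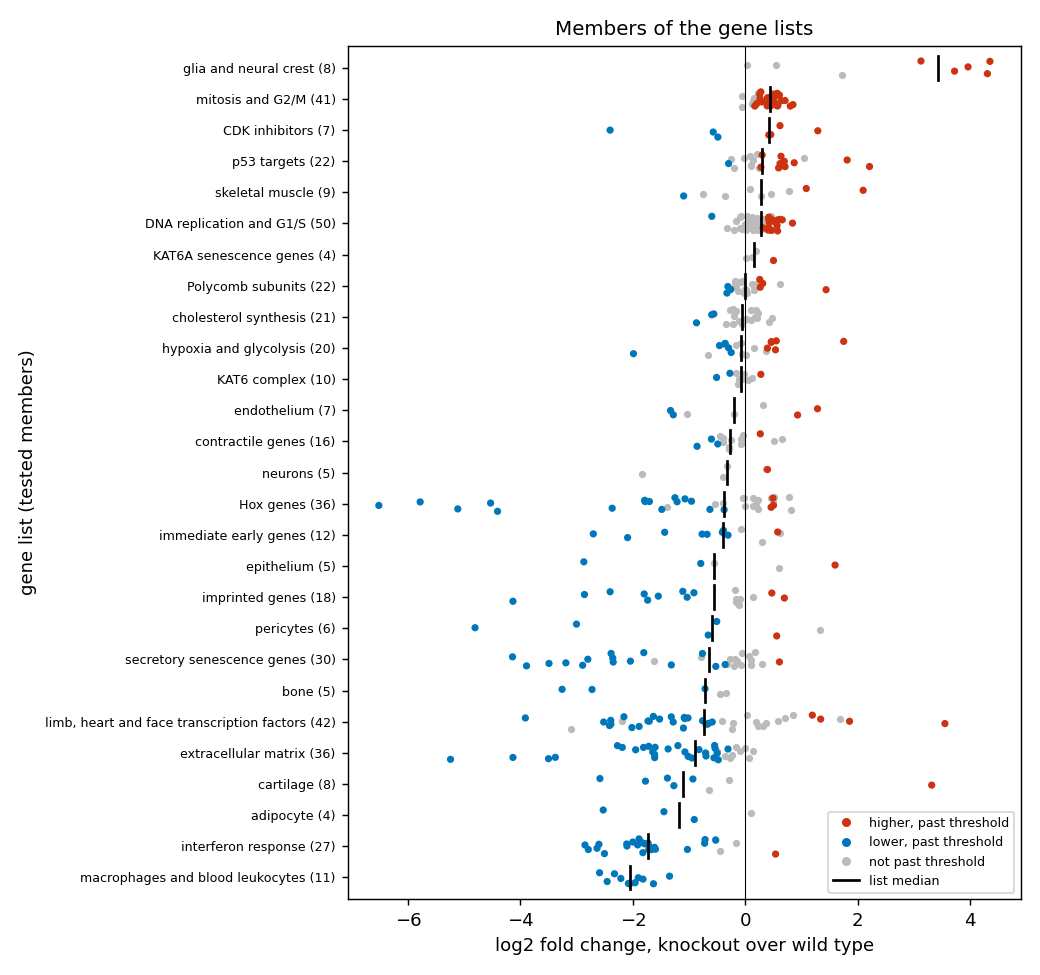
Each point is the log2 fold change (knockout over wild type) of a list member, red for higher and blue for lower members past the threshold and grey for the rest, with a black bar at the median of each of the 27 lists. Macrophage markers (-2.05) and interferon response genes (-1.73) have the lowest medians, and glia and neural crest markers (3.42) and mitosis genes (0.44) the highest.

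Genes near Kat6a were compared with the rest of the genome, because a targeted allele can carry flanking sequence of another strain. Within 10 Mb on either side 39 of 94 tested genes (41.5%) were past the threshold, against 44.4% of the other tested genes with a known position. The odds ratio was 0.888 (95% confidence interval 0.573 to 1.36, two-sided Fisher's exact test, p = 0.604). Within 1 Mb, a window chosen after the values were seen, 13 of 21 tested genes (61.9%) were past the threshold, with an odds ratio of 2.04 (95% confidence interval 0.782 to 5.68, two-sided Fisher's exact test, p = 0.125).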

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

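All alternatives here were planned except the window of 1 Mb around Kat6a, chosen after the data were seen. The counts of changed genes, 6823 in all, 3339 higher and 3484 lower, held within 1.5 times under DESeq2 size factors, the DESeq2 test, limma-voom with and without quality weights, robust moderation, no filter and the stricter filter, and no gene called both in the reported test and in an alternative had opposite signs. With total counts only 5311 were higher and 2157 lower, since that scaling raises the median log2 fold change. An adjusted p under 0.01 left 3495 (1642 higher, 1853 lower), and glmTreat against 1.5-fold left 1419 (495 higher, 924 lower). Leaving out 1 library gave 2681 to 8702 in all, 1176 to 4402 higher and 1505 to 4300 lower. The lowest counts were without wild type replicate 2 (2681) and 3 (3170), which leave a lone wild type library, and the highest was without knockout replicate 1 (8702). With a replicate block 8631 genes were called. Number 1 holds a knockout library only, so in that fit the genotype contrast rests on numbers 2 and 3. It is therefore close to the fit without knockout replicate 1 and not a separate check. Samples of the same number did not deviate together (correlations of -0.02 and 0.01 for numbers 2 and 3), so the numbers are not taken to pair the samples.

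Kat6a kept its call in each setting that tests for any change, at -0.73 to -0.63 with 1 library left out, and the windows of 5 and 20 Mb gave odds ratios of 0.974 and 0.846. The window of 1 Mb turned the odds ratio to 2.04, over 21 genes and with a p of 0.125. Of 11 called lists 0 were called with an estimated correlation. For bone markers and imprinted genes the estimates were -0.074 and -0.011, below the preset 0.01. These values argue against a larger correlation as the cause for bone markers and imprinted genes. In the other called lists the estimates were 0.022 to 0.87, and the cause was not tested. The fry test asks a different question, since it does not set a list against other genes. With fry 14 lists were called, among them 9 of the 11 called with camera. DNA replication and G1/S and glia and neural crest were not called with fry (adjusted p 0.122 for each). The others called with fry were CDK inhibitors, adipocyte markers, immediate early genes, pericyte markers and KAT6A senescence genes. Their fry adjusted p were 0.0027, 0.0047, 0.0274, 0.0348 and 0.0428. The settings that change only the test of single genes leave the list tests as they are and give them no value. Of 107 named genes besides Kat6a past the threshold 76 kept their call in every setting that tests for any change at an adjusted p under 0.05, and 31 lost it in at least 1, 15 of these only without a wild type library. With Kat6a counted, 88 of 108 such genes had an adjusted p under 0.01. Against a fold of 1.5, glmTreat called 75 of the 108, and Kat6a was not among them (adjusted p 0.209, against 0.0015 for any change). Leaving out 1 library turned the sign of 3 genes far from the threshold, for which the cause was not tested. E2f2 ranged from -0.0821 to 0.18, Alas2 from -0.28 to 0.11 and Apoa2 from -0.11 to 0.46, and Alas2 was 0.0598 with total counts only. Depth limits genes with a few counts in 1 group, for which intervals or bounds are given.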

Other observations

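The 4 added lists, the split of the Hox genes by position, the limb genes, the tests of the glia markers, of interferon against macrophage genes and of whole chromosomes were chosen after the results were seen, while the lists these use and the settings were planned. Genes of the insulin-like growth factor (IGF) axis were lower on balance, with 8 of 17 tested genes falling and 3 rising. Igf1 fell 11.9-fold from 99.8 ± 9.67 CPM (SD, n = 2), and Igf2, a growth factor gene, fell 3.33-fold from 5142 ± 176 CPM, a call lost when either wild type library was left out. The genes of this and the next 3 lists were picked with the table of all genes in view, so the counts describe them and no list test is given. Targets and modulators of bone morphogenetic protein (BMP) signalling were mostly lower too, with 13 of 19 falling and none rising. Id1, Id2 and Id3, direct targets of the pathway, fell 2.38-fold, 3.23-fold and 2.44-fold. Of 14 complement genes 10 fell and 1 rose. C3 fell from 43.3 ± 16.0 to 2.16 ± 1.55 CPM (log2 fold change -4.32) and C1s1 fell 12.7-fold, while Masp1 rose 4.11-fold. All 11 macrophage markers fell too (median log2 fold change -2.05), and some complement genes are expressed by leukocytes. Of 11 transcription factors of the head and forebrain 4 rose and 1 fell. Zic1 rose 2.32-fold, a call lost without wild type replicate 3, and Emx2 fell 3.63-fold.

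Posterior Hox genes were lower in the knockout cultures. All 11 tested genes of paralogues 10 to 13 fell, with a median log2 fold change of -2.37, as did 3 of the 4 genes of paralogue 9 (median -0.92), while of 21 genes of paralogues 1 to 8 3 rose and 2 fell. Without knockout replicate 1, 13 of these 21 rose and 3 fell, and with quality weights 9 rose and 3 fell. Of paralogues 10 to 13, 11 of 12 tested genes fell without knockout replicate 1 and 9 of 11 without replicate 2 or 3. With limma-voom 10 of 11 fell. The median log2 fold change of paralogues 10 to 13 was -2.11 without wild type replicate 2 and -2.08 without replicate 3. All 3 of the limb genes Tbx4, Tbx5 and Pitx1 also fell, with a median of -2.39 (Tbx5 from 14.5 ± 1.37 to 2.74 ± 1.02 CPM, Pitx1 losing its call without wild type replicate 2, with a log2 fold change of -3.02 without knockout replicate 1, against -2.39). These 3 were chosen after their values were seen, so a lower share of limb-derived cells in the knockout cultures and a direct loss of Kat6a activity at these genes cannot be told apart. Both stay open, the second untested. Hoxd13 differed 9.04-fold between the wild type libraries.

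Glia and neural crest markers were mostly higher in the knockout cultures (5 of 8). A signal in knockout replicate 1 alone is argued against, since all 5 markers that rose were past the threshold without that library. Over all 8 tested markers the log2 ratios of knockout replicate 1 to the other knockout libraries spanned 1.865 around a median of 1.98, which neither supports nor excludes a larger share of 1 glial or neural crest population. Sox10 reached 46.5 CPM in knockout replicate 1, and Erbb3 had 8.71 times its wild type level over all knockout libraries and 4.47 times without knockout replicate 1. Such a share and an effect of the genotype within cells cannot be told apart, with 3 and 2 cultures and markers of low level among the 8. Both stay open, the second untested.

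Interferon response genes were lower in the knockout cultures, as were macrophage markers, of which Lyz2 was the most abundant (101 CPM in the wild type, 25.8 in the knockout). Fewer macrophages as the source of the interferon response transcripts would make both groups of genes move together between libraries of a genotype. In wild type replicate 2 against 3 the macrophage markers had a median log2 ratio of 0.39 and the 23 interferon genes that fell had -0.02, a difference of 0.417. The difference was 0.503 in knockout replicate 2 against 3, 0.441 in 1 against 3 and 0.01 in 1 against 2. Fewer macrophages and an effect of the genotype on the fibroblasts cannot be told apart, since each pair sets single libraries against each other, the genes of a list are not independent (estimated correlations of 0.68 and 0.37) and the pairs disagree. Both stay open, the second untested.

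The median deviation of each chromosome from the wild type mean lay between -0.102 and 0.0747 on the log2 scale in all 5 libraries, over the 19 autosomes and the X chromosome.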
